A study of Homo sapiens with 18 samples (genomic DNA). Its data were reported in "DNA epigenome editing using CRISPR-Cas SunTag-directed DNMT3A" (2017).

How the data were processed

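CpG methylation was measured by bisulfite sequencing of PCR amplicons in 18 libraries of HEK293T cells, an established human embryonic kidney line. Bisulfite turns unmethylated cytosine into a base read as T, so the share of reads that keep C at a CpG is its methylation level. Per the labels and the paper's methods, the authors amplified the converted DNA, made Nextera XT libraries, aligned the paired reads to the human genome build hg19 (GRCh37) with BSMAP and called each cytosine with the ratio tool of that program.

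There was 1 deposited table per library, with 1 row per cytosine in CpG context. Per the file headers, the methylated reads, all reads with C or T, and the reads of the opposite strand were counts, without normalization. Per the file headers, the effective depth was an expected count, which the authors' program made by scaling the depth for possible C-to-T variants with the opposite strand's reads. The deposited ratio was a fraction, methylated reads over that effective depth, rounded by the authors' program. All rows were on the plus strand, so combining the strands of a CpG, meant as an alternative, did not apply. The smallest depth in any file was 100 reads and the largest was 65535, the limit of a 16-bit counter.

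The deposited fraction, as a percentage, was used as the methylation level, and the read counts were used for depth, intervals and tests. Against methylated over total reads, the deposited fraction differed by a median of 0.035 percentage points over 3943 CpG values. The largest difference was 4.3 percentage points, and 18 values differed by more than 1 percentage point. All 5369 CpG rows on the chromosomes of the 3 loci were checked against the GRCh37 sequence, and 0 of them were not a CG there. Coordinates are 1-based positions of that build, and gene, exon and UTR annotation came from the GENCODE annotation of the same build. Guide and primer sequences from the paper's reagent list were matched to the genome only to place the guides and the amplicons.

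A locus was the gene with 5 kb on each side, on chromosome 7 for HOXA5, 9 for KLF4 and 6 for BACH2. CpGs needed at least 1000 reads in every library of a comparison, the minimum stated in the paper's methods. Groups were taken from the sample titles. The 5 long-term libraries and the 4 libraries of the direct comparison without guide were single samples. The 9 guided libraries of the direct comparison formed 3 groups of 3 replicates, numbered in the titles.

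The total of reads over CpGs per library ran from 389918 to 26261063. In the long-term libraries the median depth per CpG was 11618 to 32784 at HOXA5 and 5823 to 18769 at KLF4. In the guided libraries it was 1813.5 to 7445 at HOXA5, 5110 to 15466 at KLF4 and 662 to 8290 at BACH2. A single-sample share is given with its 95% Wilson interval. The smallest share a CpG could show was taken as 3 reads of its depth. These intervals hold only the sampling of reads and no variation between cultures or PCR reactions. For a share pooled over CpGs, a read counts at each CpG it covers, so the pooled interval is too narrow even for the sampling of reads.

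Pairs of single samples were compared at each CpG with Fisher's exact test on methylated and unmethylated reads, adjusted by Benjamini-Hochberg within a comparison. A CpG passed with an adjusted p under 0.05 and a difference of at least 10 percentage points. There were 19 such comparisons, 10 in the long-term set and 9 in the direct comparison. The same test between replicates of a guided group, chosen after seeing the data, gave a scale for these counts. Guided systems were compared at each locus by the mean level over CpGs with an exact permutation test of the F statistic over all 1680 assignments of 9 libraries to 3 groups. The 3 loci were adjusted together by Benjamini-Hochberg. A second permutation kept the replicate number as a block, with 216 assignments. Pairs of systems were compared by an exact permutation test, which with 3 libraries against 3 cannot give a p below 0.1. Single CpGs of the guided libraries were compared with limma on log2 of methylated reads plus 1 over unmethylated reads plus 1, with all 9 libraries in the fit and Benjamini-Hochberg adjustment over 76 CpGs.

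The rule for named CpGs was set before the files arrived. For a guide at its own locus it took the CpG of largest gain, the CpG of smallest gain and the CpG nearest the guide match. For each limma contrast it took the CpG of smallest adjusted p among those that changed the same way in every pair of replicates, with ties going to the larger fold change.

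The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0, and R 4.3.3 with limma 3.58.1. The scripts were tested on simulated data. In 200 simulated CpGs, 100% of the 50 changed CpGs passed Fisher's test and 0 unchanged CpGs passed. In 200 simulated data sets without a difference, the omnibus permutation p was under 0.05 in 5.5%. In 300 simulated CpGs limma called 60 of 60 raised CpGs and 3 unchanged CpGs.

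The alternatives were a depth minimum of 100 or 5000 reads, a difference threshold of 20 percentage points, reads pooled over the locus, another background sample, pseudocounts of 0.5 and 10, robust moderation with an intensity trend, only the 6 libraries of the groups compared, the replicate block, and leaving out each replicate in turn. The untreated library of the direct comparison had 0 CpGs with 1000 reads at HOXA5. The planned set of CpGs for the guided gain was therefore empty there, and a set that does not require this library was added after seeing the data. Cytosines outside CpG context, gene expression and genome-wide sequencing were not analysed here. CpGs outside the 3 loci were left out of the comparisons, because the design written before the files arrived covered only these loci, and were examined separately.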

Results

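Methylation of CpGs was measured around 3 genes in 18 libraries of HEK293T cells in which DNMT3A, the enzyme that methylates unmethylated CpGs, was expressed alone or brought to DNA by dCas9, a Cas9 protein that binds DNA at the match of a guide RNA without cutting it. Of the 3 editors, dCas9-SunTag-DNMT3A carried a peptide array on dCas9 that recruits several copies of DNMT3A fused to an antibody fragment. The editor dCas9-DNMT3A was a direct fusion to DNMT3A, and dCas9-DNMT3ACD was a direct fusion to its catalytic domain. The long-term set held 5 single libraries, 1 of untreated cells and the others of cells infected for 30 days. The infected cells carried dCas9-SunTag with DNMT3A without guide, DNMT3A alone, or dCas9-SunTag with DNMT3A and 1 guide. That guide was either the HOXA5 guide (sgHOXA5) or the KLF4 guide (sgKLF4). The direct comparison held 1 untreated library and libraries of transfected cells. The latter were 1 library without guide for each of the 3 editors, and 3 replicates with guides for each editor. The labels give 48 hours of culture for the editor libraries without guide and no time for the others.

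The total of reads over CpGs was 26261063 in the untreated long-term library, 23287504 with dCas9-SunTag and DNMT3A, 21709709 with DNMT3A alone, 19584605 with sgHOXA5 and 6167297 with sgKLF4. In the direct comparison it was 754878 for untreated cells, 631504 for dCas9-SunTag-DNMT3A without guide, 4333036 for dCas9-DNMT3A without guide and 757547 for dCas9-DNMT3ACD without guide. The replicates with guides had 389918, 1355901 and 874163 reads with dCas9-SunTag-DNMT3A. They had 857895, 884689 and 439313 reads with dCas9-DNMT3A and 816546, 745385 and 711666 reads with dCas9-DNMT3ACD. The match of sgHOXA5 lies on chromosome 7 from 27182884 to 27182903 (GRCh37), in the coding part of exon 1 of HOXA5. The match of sgKLF4 lies on chromosome 9 from 110251385 to 110251404, in an intron of KLF4. The match of the BACH2 guide (sgBACH2) lies on chromosome 6 from 91006602 to 91006621, outside the gene, whose annotated end on that side is 91006562.

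The first question was how far targeted DNMT3A methylates the HOXA5 locus after long-term expression. In all 5 long-term libraries, 213 CpGs between 27181341 and 27185561 had at least 1000 reads, a span of 4221 bp from exon 2 of HOXA5 to beyond exon 2 of HOXA6. The mean level over these CpGs was 3.03% in untreated cells, 1.76% with dCas9-SunTag and DNMT3A without guide, 71.7% with DNMT3A alone, 67.6% with sgHOXA5 and 8.98% with sgKLF4 (no replicates). The share of methylated reads pooled over the same CpGs was 3.51% (95% Wilson interval 3.50 to 3.53) in untreated cells and 64.2% (64.19 to 64.26) with sgHOXA5. These intervals come from depths of 6481781 and 7418229 reads summed over CpGs, where a read counts at each CpG it covers. They are therefore too narrow even for the sampling of reads, and hold no variation between cultures.

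With sgHOXA5, all 225 CpGs tested against untreated cells passed Fisher's test with a gain, and the mean gain was 65.8 percentage points. Against dCas9-SunTag and DNMT3A without guide, all 213 CpGs passed with a mean gain of 65.9 percentage points. Pooling the reads moved these means most, to 61.1 and 62.4 percentage points. The largest gain was at position 27181602 in the coding part of exon 2 of HOXA5, from 1.8% (95% Wilson interval 1.5 to 2.0, 13244 reads) to 94.8% (94.14 to 95.01, 10282 reads). The smallest gain over untreated cells, 26.4 percentage points, was at the intergenic position 27183541, where the depth was 33230 reads in untreated cells and the limit of the counter with sgHOXA5. The smallest over the library without guide was 26.1 percentage points at position 27183530. At position 27182896, inside the guide match in exon 1, the level was 52.5% (95% Wilson interval 51.8 to 53.0, 27186 reads), a gain of 50.8 percentage points over untreated cells and 51.2 over the library without guide.

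**Figure D1:**
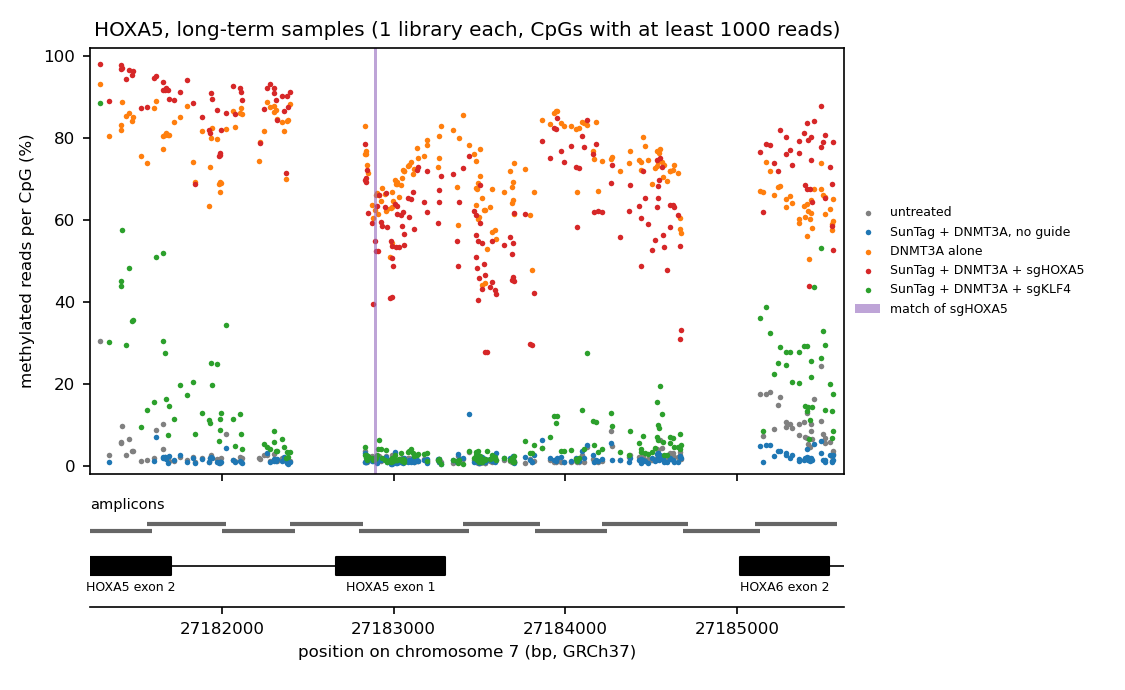
Methylation level in percent of each CpG with at least 1000 reads, against position on chromosome 7 in bp, for the 5 long-term libraries (points, 1 library each), with the amplicons and annotated exons drawn below. The libraries with sgHOXA5 and with DNMT3A alone lie far above the others across 4221 bp, with means of 67.6% and 71.7% against 3.03% in untreated cells.

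By distance from the sgHOXA5 match, the mean gain over untreated cells within 500 bp was 60.02 percentage points over 54 CpGs. On the side of lower coordinates it was 66.1 within 500 bp, 84.4 from 500 to 1000 bp and 88.1 from 1000 to 1500 bp. On the other side it was 59.0 within 500 bp, 49.0 from 500 to 1000 bp, 70.8 from 1000 to 1500 bp and 64.3 from 2500 to 3000 bp. A depth minimum of 100 reads gave 62.8 percentage points within 500 bp.

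Whether DNMT3A methylated HOXA5 without its guide was examined in the remaining libraries. With DNMT3A alone, all 226 CpGs tested passed with a gain, the mean being 69.1 percentage points, or 66.3 after pooling the reads. With dCas9-SunTag and DNMT3A without guide, 7 of 213 CpGs passed, all lower than in untreated cells, and the mean fell by 1.27 percentage points. Requiring 20 percentage points left 0 of these 7 CpGs. With sgKLF4, 59 of 224 CpGs passed at HOXA5, all with a gain, and the mean gain was 7.17 percentage points with a highest value of 58.2. That count fell from 59 to 22 CpGs at the 20-point threshold.

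At KLF4, 205 CpGs between 110250170 and 110252537, a span of 2368 bp, had at least 1000 reads in all 5 long-term libraries. The untreated mean of 47.8% (pooled 52.3%, 95% Wilson interval 52.29 to 52.37, no replicates) combined a methylated part at lower coordinates with an almost unmethylated part around exon 1. The corresponding means were 48.4% with dCas9-SunTag and DNMT3A without guide, 49.5% with DNMT3A alone, 46.8% with sgHOXA5 and 53.5% with sgKLF4.

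The question at this locus was whether sgKLF4 raises methylation near its match. Against untreated cells 28 of 206 CpGs passed, 25 with a gain and 3 with a loss, and the mean difference was 5.65 percentage points. Against dCas9-SunTag and DNMT3A without guide 23 of 205 CpGs passed, 22 with a gain, with a mean difference of 5.11 percentage points. Pooling reads reversed the sign of both means, to −3.05 and −7.28 percentage points. A pooled difference also depends on how the reads of each library are spread over the methylated and the almost unmethylated part. Against untreated cells it was 1.65 percentage points at a minimum of 100 reads and 17.5 at 5000, where the means over CpGs were 4.90 and 7.77. Against the library without guide it was −7.37 and 14.7, with means of 4.39 and 8.05. The largest gain was at position 110251210 in an intron of KLF4, from 9.8% (95% Wilson interval 9.6 to 10.0, depth at the limit of the counter) to 92.4% (91.9 to 92.8, 12900 reads). The lowest difference was −18.0 percentage points at position 110251486 in the UTR of exon 1, from 19.6% (43791 reads) to 1.6% (5363 reads). Against the library without guide, these positions differed by 83.5 and −13.7 percentage points. At position 110251394 inside the match, the level was 1.8% (95% Wilson interval 1.6 to 2.0, 20963 reads), a difference of −1.2 percentage points from untreated cells and of −1.9 from the library without guide.

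The mean gain within 500 bp of the sgKLF4 match was 14.4 percentage points over 84 CpGs. It was 25.5 percentage points over the 50 CpGs at lower coordinates and −2.07 over the 29 CpGs at higher coordinates. From 500 to 1000 bp the mean gain was 0.2 percentage points at lower coordinates, where the untreated level was already 96.7%, and −0.007 at higher coordinates. Restricting the profile to CpGs with 5000 reads gave 22.2 percentage points within 500 bp.

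**Figure D2:**
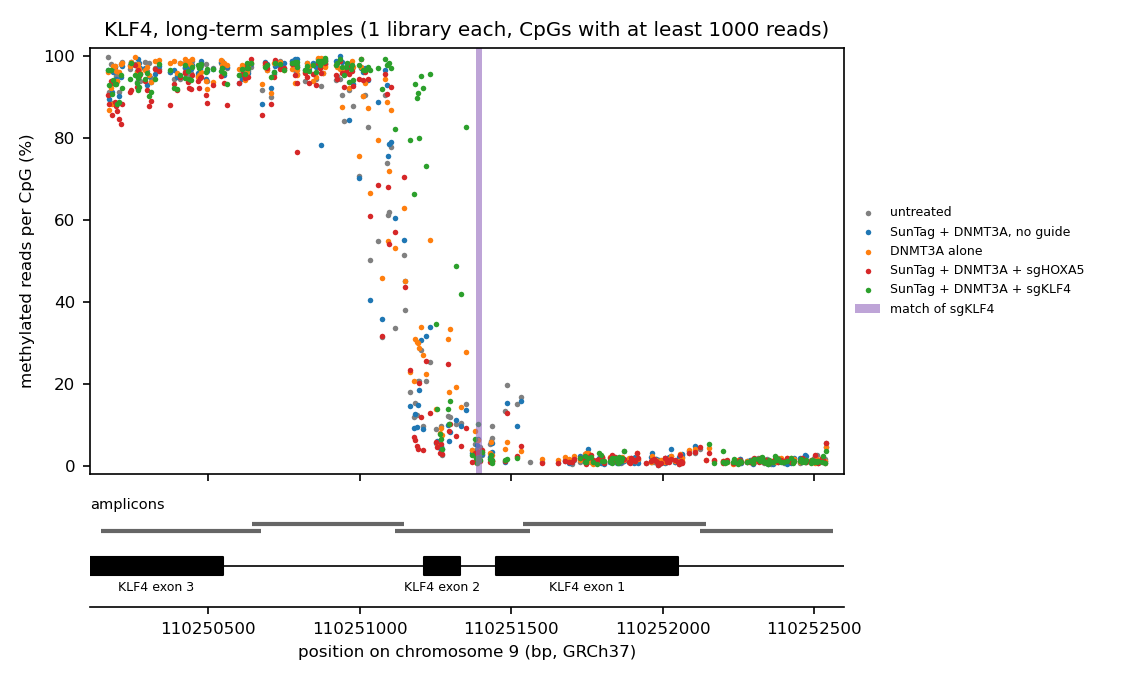
Methylation level in percent of each CpG with at least 1000 reads, against position on chromosome 9 in bp, for the 5 long-term libraries (points, 1 library each), with the amplicons and annotated exons drawn below. Only the sgKLF4 library departs clearly from the others, in the stretch at lower coordinates within 500 bp of the match, where its mean gain was 25.5 percentage points.

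In the other long-term libraries, fewer CpGs passed at KLF4 against untreated cells than with sgKLF4. With DNMT3A alone 17 of 247 CpGs passed, 14 with a gain, and the mean difference was 1.40 percentage points. With dCas9-SunTag and DNMT3A without guide 10 of 244 CpGs passed, 8 with a gain, and the mean difference was 0.55. With sgHOXA5 19 of 249 CpGs passed, 9 with a gain and 10 with a loss, and the mean difference was −0.80. At the 20-point threshold the 3 counts dropped to 3, 2 and 2 CpGs. Pooling reads moved the 3 mean differences to 3.47, 8.96 and −9.02 percentage points, each larger in size than the pooled −3.05 with sgKLF4.

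Fisher's test holds only the sampling of reads, so the same test was run between replicates with guides of the direct comparison, as a scale. Between replicates of dCas9-SunTag-DNMT3A, up to 7 CpGs passed at HOXA5, 6 at KLF4 and 4 at BACH2, or up to 17.9% of the CpGs tested at a locus. Between replicates of dCas9-DNMT3A the highest counts were 3, 1 and 0 CpGs. Between replicates of dCas9-DNMT3ACD, 54.5 to 57.5% of the CpGs passed at HOXA5, 8.57 to 45.7% at KLF4 and 11.3 to 69.8% at BACH2. The largest replicate difference at any CpG was 75.2 percentage points. By the share of CpGs that passed, 100% at HOXA5 with sgHOXA5 or with DNMT3A alone, these libraries exceeded the replicate scatter, although many single gains there were smaller than the largest replicate difference. The counts at KLF4 with dCas9-SunTag and DNMT3A without guide, with DNMT3A alone and with sgHOXA5, at 4.10, 6.88 and 7.63% of CpGs, did not. The 26.3% of CpGs that passed at HOXA5 with sgKLF4 exceeded what replicates of dCas9-SunTag-DNMT3A showed. The 13.6% that passed at KLF4 with sgKLF4 lay within the range of replicates by number, although the largest gain there, 82.6 percentage points, was above any replicate difference. Shares were not taken over like CpGs. Replicates of dCas9-SunTag-DNMT3A were tested at 34 to 39 CpGs of HOXA5 and 37 of KLF4, around the guide match. The long-term CpGs spanned at least 4221 and 2368 bp. The KLF4 share therefore cannot decide whether the gain near the match exceeds replicate scatter. Within 500 bp at lower coordinates, the 26 CpGs under 50% in untreated cells gained a mean of 36.9 percentage points.

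In the direct comparison, the libraries without guide addressed how much each editor methylates without a target. At KLF4 the mean rose over untreated cells by 4.80 percentage points with dCas9-SunTag-DNMT3A, where 5 of 35 CpGs passed, and by 1.47 with dCas9-DNMT3A, where 3 of 37 passed. With dCas9-DNMT3ACD it rose by 13.8 percentage points and 20 of 37 CpGs passed, all with a gain. At BACH2 0 of 30 CpGs passed with either of the first 2 editors, and the mean differences were 0.50 and 0.63 percentage points. With dCas9-DNMT3ACD 14 of 30 CpGs passed at BACH2, all with a gain, and the mean difference was 10.0 percentage points. The 20-point threshold left 9 of the 20 CpGs at KLF4 and 1 of the 14 at BACH2. The untreated library had 0 CpGs with 1000 reads at HOXA5, where its median depth was 308 reads and the smallest share it could show was 0.974%. With the minimum lowered to 100 reads, 31 of 34 CpGs passed there with dCas9-DNMT3ACD, all with a gain and with a mean of 29.8 percentage points. With dCas9-SunTag-DNMT3A 3 CpGs passed, all with a loss, and with dCas9-DNMT3A 5 passed, 1 with a gain and 4 with a loss, the mean differences being −1.41 and −1.31 percentage points. The libraries without guide have no replicates of their own. Against guided replicates of the same editor, which were compared at the 1000-read minimum, the counts with dCas9-SunTag-DNMT3A were within the scatter at each locus. Those with dCas9-DNMT3A were above it at HOXA5 and KLF4, at 14.7 and 8.11% of CpGs against at most 8.82 and 2.70% between replicates. Those with dCas9-DNMT3ACD were above it at HOXA5 and KLF4, at 91.2 and 54.1% of CpGs, and within it at BACH2, at 46.7%.

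With guides, the question was how the 3 editors compare at each locus. At HOXA5 the mean level over 33 CpGs was 1.66% ± 0.96 (SD, n = 3) with dCas9-SunTag-DNMT3A, 1.23% ± 0.94 (SD, n = 3) with dCas9-DNMT3A and 35.5% ± 5.24 (SD, n = 3) with dCas9-DNMT3ACD. At KLF4 it was 9.39% ± 2.40, 9.05% ± 0.97 and 26.8% ± 4.74 over 35 CpGs (SD, n = 3 each). At BACH2 it was 0.61% ± 0.21, 0.41% ± 0.20 and 37.3% ± 14.3 (SD, n = 3 each), over only 8 CpGs with 1000 reads in all 9 libraries. Over the 60 CpGs with at least 100 reads, the BACH2 means were 2.29% ± 1.05, 1.04% ± 0.23 and 14.5% ± 8.26 (SD, n = 3 each).

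The exact permutation test among the editors gave p = 0.0286 at HOXA5, 0.0321 at KLF4 and 0.0107 at BACH2, each 0.0321 after adjustment over the 3 loci. With the replicate number as a block, the pairing being taken from the labels, the exact permutation p was 0.111, 0.111 and 0.0278, the last of which is the smallest possible. After adjustment the paired values were 0.111, 0.111 and 0.0833, so no locus passed with the block although each passed without it. The smallest value requires all 3 editors to be separated within the blocks. The paired test therefore cannot decide whether dCas9-DNMT3ACD alone differed from the others. Deviations from the group mean correlated with a mean r of 0.019 between libraries of the same number (9 pairs). The mean r was −0.009 between libraries of different numbers (18 pairs). These averages gave no sign of shared deviations. At BACH2, however, replicate 3 had the highest mean with each editor: 0.81% with dCas9-SunTag-DNMT3A, 0.64% with dCas9-DNMT3A and 52.7% with dCas9-DNMT3ACD. At HOXA5 and KLF4 no replicate number was highest with every editor. Deviations shared by a replicate number were therefore not excluded at BACH2. At KLF4, only 9 CpGs had 5000 reads in all 9 libraries, and over these the permutation p was 0.364.

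Between pairs of editors the smallest possible exact permutation p is 0.1. The value was 0.1 for dCas9-DNMT3ACD against each of the other editors at each locus, where every replicate was higher than every replicate of the other editor. Here the gap between the nearest replicates was 29.3 percentage points at HOXA5, 10.9 at KLF4 and 23.6 at BACH2 against dCas9-SunTag-DNMT3A. The difference between dCas9-SunTag-DNMT3A and dCas9-DNMT3A was 0.43 percentage points at HOXA5, 0.34 at KLF4 and 0.20 at BACH2, with exact permutation p of 0.8, 0.9 and 0.3, within the spread of replicates. Over the 60 BACH2 CpGs with at least 100 reads that difference was 1.24 percentage points with p = 0.1 by the exact permutation test, and 9 of 9 pairs of replicates were higher with dCas9-SunTag-DNMT3A.

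**Figure D3:**
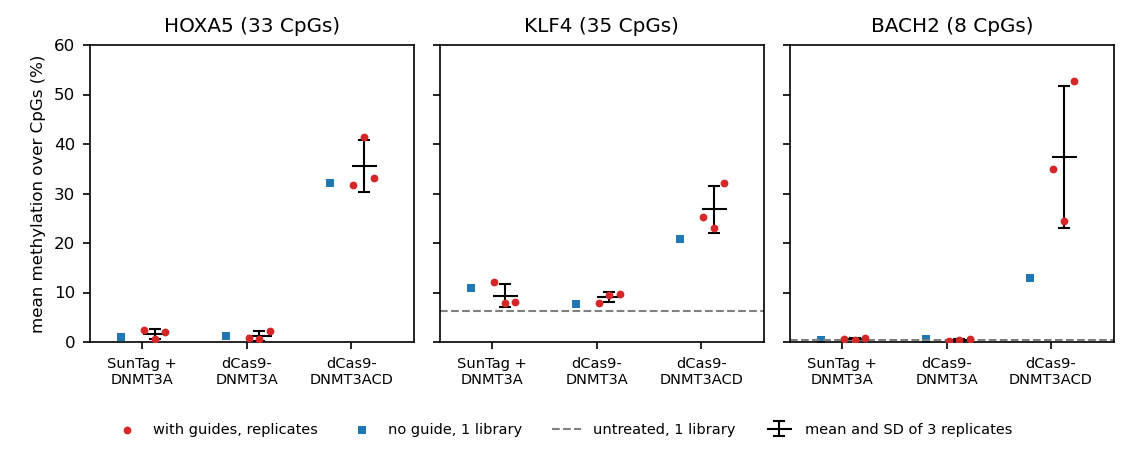
Mean methylation in percent over the CpGs of each locus with 1000 reads, for each guided replicate (red), the library without guide (blue) and untreated cells (dashed line), with the mean and SD of 3 replicates. With guides, dCas9-DNMT3ACD reached 35.5% at HOXA5, 26.8% at KLF4 and 37.3% at BACH2, above every replicate of the other editors.

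The gain due to the guides was taken as the guided mean minus the library without guide of the same editor. At HOXA5 it was 0.65 percentage points (SD 0.96 of 3 replicates) with dCas9-SunTag-DNMT3A, 0.09 (SD 0.94) with dCas9-DNMT3A and 3.34 (SD 5.24) with dCas9-DNMT3ACD. At the main setting all were smaller than the spread between replicates. For dCas9-DNMT3ACD, pooled reads gave 4.70 percentage points (SD 3.69), above 1 SD, and leaving out its replicate 2 gave 0.35. At KLF4 the gain was −1.61 (SD 2.40), 1.40 (SD 0.97) and 5.999 percentage points (SD 4.74), of which the last 2 exceeded 1 SD. Over the 6 KLF4 CpGs with 5000 reads these 2 gains were 3.81 (SD 4.02) and 2.62 (SD 5.52), within 1 SD. At BACH2 the gain was 0.21 (SD 0.21), −0.18 (SD 0.20) and 24.4 percentage points (SD 14.3), of which the last exceeded 1 SD. With CpGs of at least 100 reads included, the gain of dCas9-DNMT3ACD at BACH2 was 5.05 percentage points, within the replicate SD of 8.26. Each gain rests on 1 library without guide, whose own replicate error is unknown.

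At single CpGs, limma found 57 of 76 CpGs different between dCas9-DNMT3ACD and dCas9-SunTag-DNMT3A, 56 of them higher with dCas9-DNMT3ACD. Against dCas9-DNMT3A it found 56 CpGs, all higher with dCas9-DNMT3ACD, and between the other pair of editors 0 CpGs. Among all 3 editors 59 CpGs differed. With the replicate number as a block, a pairing again read from the labels, with the same-number correlation of 0.019 as its check, the counts were 57, 57, 0 and 60 CpGs. At the 5000-read minimum only 9 CpGs remained, of which 2 differed in each contrast with dCas9-DNMT3ACD. The CpG of smallest adjusted p was 27182998 in exon 1 of HOXA5, at 43.4% ± 3.58 (SD, n = 3) with dCas9-DNMT3ACD and 0.23% ± 0.06 (SD, n = 3) with each of the others. Its log2 fold change was 8.30 (standard error 0.477, limma adjusted p 1.54e-06) against dCas9-SunTag-DNMT3A and 8.37 (adjusted p 1.5e-06) against dCas9-DNMT3A. Between dCas9-SunTag-DNMT3A and dCas9-DNMT3A the CpG of smallest adjusted p was 27182848, also in exon 1 of HOXA5, at 2.27% ± 0.47 and 0.37% ± 0.12 (SD, n = 3 each). Its log2 fold change of 2.62 (standard error 0.697, limma adjusted p 0.323) did not pass the threshold.

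**Figure D4:**
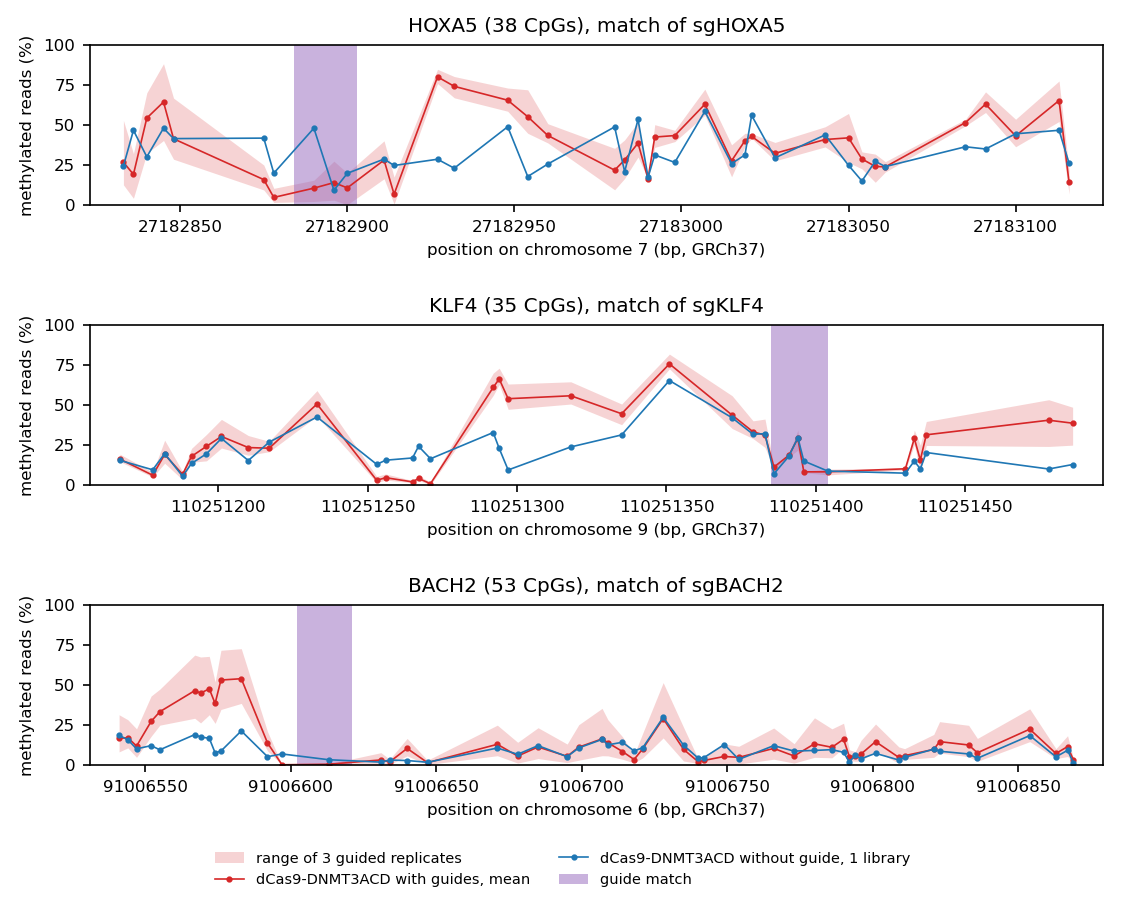
Methylation level in percent of single CpGs with at least 1000 reads against position in bp at the 3 loci, for dCas9-DNMT3ACD with guides (red line, mean of 3 replicates, with their range shaded) and without guide (blue line, 1 library), with the guide match marked. As means over CpGs with 1000 reads, the level without guide was 32.2% against 35.5% with guides at HOXA5 and 20.8% against 26.8% at KLF4. At BACH2 it was 12.9% against 37.3% over 8 CpGs. Most of the level was therefore present without guide at HOXA5 and KLF4 but not at these 8 CpGs. Over the 60 BACH2 CpGs with at least 100 reads, which are not all drawn, 9.40% without guide stood against 14.5% with guides, so most was present without guide.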

Values the study reported

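The paper describes methylation around 80% across the HOXA5 locus in cells that carried the SunTag construct, DNMT3A1 and the HOXA5 guide RNA. It gives a steady-state level of 2–5% for the same region in cells that were not transduced. For long-term expression at HOXA5 and KLF4 it gives a methylation efficiency of 60–95% with the SunTag system. In its transient comparison with guides, it gives an increase of about 40–80% for dCas9-DNMT3ACD. For the SunTag system it gives an increase of 10–30% at each of the loci. For dCas9-DNMT3A it gives an increase of 10% at HOXA5 and none at the other loci. The cells of that comparison were collected 72 h after transfection according to the paper.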

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

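A signal appeared in data that the comparisons did not use, the CpGs outside the 3 loci, when DNMT3A was expressed alone. Over the 95 such CpGs with at least 1000 reads in all 5 long-term libraries, in 19 regions more than 1 kb apart, the mean level was 45.2% with DNMT3A alone and 35.2% in untreated cells, a difference of 10.0021 percentage points. At 40 of the CpGs the level was higher by at least 10 percentage points and at 0 it was lower by as much. By region, 16 of 19 were higher. The mean was 29.0% with dCas9-SunTag and DNMT3A without guide, 36.1% with sgHOXA5 and 35.5% with sgKLF4. With dCas9-SunTag and DNMT3A without guide 24 CpGs were lower than in untreated cells by at least 10 percentage points, so libraries moved both up and down from untreated cells at these CpGs. Neither difference has a replicate, and the labels give no purpose for reads outside the amplicons. This set of CpGs was chosen after seeing the data.

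The predictions for this signal were written after the rise was seen but before each test was run. Reads placed wrongly among repeated sequences would leave CpGs with a unique 41-bp context unchanged, but those 30 CpGs rose by 12.07 percentage points, and the 58 CpGs with a repeated context by 9.59. At the CpGs with a unique context the rise was not specific to DNMT3A alone, since the mean was 47.9% with DNMT3A alone and 47.3% with sgHOXA5, against 35.9% in untreated cells, 39.9% with sgKLF4 and 31.3% with dCas9-SunTag and DNMT3A without guide. Incomplete bisulfite conversion would raise CpGs that were nearly unmethylated in untreated cells, and the 6 CpGs below 5% changed by −0.1 percentage points. The 4 mitochondrial CpGs went from 11.3% to 6.6%. A depth effect would vanish among the 13 CpGs with 5000 reads in every library, where the rise was 6.03 percentage points, smaller than over all 95 CpGs, and 1 CpG rose by at least 10 percentage points. The conversion test rests on 6 CpGs and the depth test on 13. None of the technical tests accounted for the whole rise, but a part that depends on depth was not excluded. Differences between cultures or library batches were not tested because each state has 1 library. Methylation by DNMT3A away from any target remains a candidate explanation, which the same data cannot separate from variation between cultures.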

How the results depend on the processing

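The comparisons, tests, thresholds and alternatives were chosen before the processed files arrived, except where the text says that a choice was made after seeing the data. A count of CpGs was taken as the same when it stayed within 1.5 times the main count, and a difference without a test when it moved by less than its SD or 95% interval. Between single libraries that interval held only the sampling of reads, so even small shifts of a mean difference counted as changes. With sgHOXA5 against untreated cells at HOXA5, the pooled interval ran from 61.04 to 61.12 percentage points. By these limits, 4 of 37 headline results held under every alternative and 33 changed in at least 1. Those that held were the counts of gained CpGs at HOXA5 with sgHOXA5, against untreated cells and against the library without guide, the count at HOXA5 with DNMT3A alone, and the count at KLF4 with sgKLF4 against the library without guide. No tested result changed direction, but several differences without a test changed sign. These were the mean differences at KLF4 with sgKLF4 (−3.05 and −7.28 percentage points with reads pooled) and with dCas9-DNMT3A without guide (−0.696 with reads pooled). With sgKLF4 the pooled differences at CpGs of 5000 reads were positive, 17.5 and 14.7. The guided gain at HOXA5 for dCas9-DNMT3A was −0.398 with reads pooled and −0.45 without its replicate 3. The other sign changes were in guided gains given below, at KLF4 for dCas9-SunTag-DNMT3A and at HOXA5 for dCas9-SunTag-DNMT3A and dCas9-DNMT3A. For the headline results, 78 of 124 rows with other alternatives were the same, 4 were weaker and 42 moved.

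A difference threshold of 20 percentage points removes CpGs with small differences. The counts became 0 (HOXA5, dCas9-SunTag and DNMT3A without guide) and 22 (HOXA5, sgKLF4). At KLF4 in the long-term set they became 2 (dCas9-SunTag and DNMT3A without guide), 3 (DNMT3A alone) and 2 (sgHOXA5). In the direct comparison without guide they became 0, 1 and 9 at KLF4 for dCas9-SunTag-DNMT3A, dCas9-DNMT3A and dCas9-DNMT3ACD, and 1 at BACH2 for dCas9-DNMT3ACD.

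A depth minimum of 5000 reads removes most CpGs of the less deeply sequenced libraries. The count at KLF4 with sgKLF4 against untreated cells became 16. Without guide at KLF4, 1 CpG passed with dCas9-SunTag-DNMT3A and 7 with dCas9-DNMT3ACD. The omnibus permutation p at KLF4 rose to 0.364. The guided gain there became 1.54 percentage points for dCas9-SunTag-DNMT3A, 3.81 for dCas9-DNMT3A and 2.62 for dCas9-DNMT3ACD. The mean gain within 500 bp became 59.2 at HOXA5 and 22.2 at KLF4. The limma counts fell to 2 in both contrasts with dCas9-DNMT3ACD and to 2 among all editors, out of 9 CpGs. No CpG of HOXA5 or BACH2 reached 5000 reads in all guided libraries, so these have no value.

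A depth minimum of 100 reads adds CpGs with fewer reads. Without guide, 3, 5 and 31 CpGs passed at HOXA5 for dCas9-SunTag-DNMT3A, dCas9-DNMT3A and dCas9-DNMT3ACD, where 0 could be tested before. All 3 of the first and 4 of the 5 were losses. With the same minimum, 2 and 1 passed at BACH2 for dCas9-SunTag-DNMT3A and dCas9-DNMT3A. The guided gain became 2.62 percentage points at HOXA5 for dCas9-SunTag-DNMT3A, and 0.609, −0.554 and 5.05 at BACH2. The gain within 500 bp became 62.8 at HOXA5 and 13.4 at KLF4. The limma counts rose to 99 against dCas9-SunTag-DNMT3A, 103 against dCas9-DNMT3A and 103 among all editors, out of 144 CpGs. The BACH2 gain fell from 24.4, over 8 CpGs between 91006567 and 91006597 beside the guide match, to 5.05 over 60 CpGs between 91006541 and 91006916. Why it fell was not tested.

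With the replicate number as a block, the omnibus p was 0.111 at HOXA5, 0.111 at KLF4 and 0.0278 at BACH2. Fewer assignments are possible within blocks, so these cannot fall below 0.0278. The values at HOXA5 and KLF4 lay above that limit. Reaching it also requires dCas9-SunTag-DNMT3A and dCas9-DNMT3A to be separated from each other within the blocks. Every replicate of dCas9-DNMT3ACD was higher than every replicate of the other editors there, so these values do not argue against its difference. After adjustment no locus passed with the block. With untreated cells as background, the guided gain at KLF4 became 3.19, 2.851 and 20.6 percentage points. At HOXA5, over the CpGs of 100 reads and chosen after seeing the data, it became −0.782, −1.20 and 33.0. Pooled reads, which give deep CpGs more weight, gave 4.26 for dCas9-DNMT3A at KLF4. With the library without guide as background, the gain within 500 bp was 60.2 at HOXA5 and 13.1 at KLF4. Leaving out each replicate in turn gave 0 to 2 CpGs between dCas9-SunTag-DNMT3A and dCas9-DNMT3A. Of the 90 headline rows that left out a replicate, 88 were the same and 2 moved.

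Among the other results, 42 rows moved, of which 41 were mean differences (14 higher and 27 lower) and 1 was a named CpG. A further row became stronger, position 27182848 without replicate 2 of dCas9-DNMT3ACD, with an adjusted p of 0.0406 by limma. The guided gain at HOXA5 was first meant to require the untreated library, which left no CpG. Pooling of reads and permutation within the replicate number do not apply to the limma counts and were not run for them. Combining the strands of a CpG gives no value either, since the files hold 1 row per CpG.

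Depth limits the BACH2 results, since 8 CpGs carry the values at the 1000-read minimum. It also left 0 HOXA5 CpGs for tests against the untreated library of the direct comparison at that minimum. Reads also overstate precision. The scatter between replicates was far above the sampling of reads, so the Fisher counts show what reads can resolve and not what another culture would show.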

Other observations

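With dCas9-SunTag-DNMT3A and guides in transfected cells, the gain over the library without guide was 0.65 percentage points at HOXA5, −1.61 at KLF4 and 0.21 at BACH2. As means over CpGs, the gains with transfected dCas9-SunTag-DNMT3A were smaller than those the study gives for its comparison of editors. The study's text does not say whether its increases are means over CpGs, or over which background they were taken. The measures may therefore differ, here and for the other editors. The gain with dCas9-DNMT3A at HOXA5 was 0.09 percentage points. That gain was also smaller than the value the study gives. The gain with dCas9-DNMT3ACD was 3.34, 5.999 and 24.4 percentage points at HOXA5, KLF4 and BACH2 over the library without guide. That gain was smaller than the values the study gives. Over untreated cells the gain with dCas9-DNMT3ACD was 33.0 percentage points at HOXA5, over CpGs of 100 reads, 20.6 at KLF4 and 36.9 at BACH2.

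Other splits of the libraries were compared with the limma counts. Of the 10 splits of the 6 libraries of dCas9-DNMT3ACD and dCas9-SunTag-DNMT3A, 1 gave as many CpGs, the real one, and the other splits gave 0 CpGs. For dCas9-DNMT3ACD and dCas9-DNMT3A it was again 1 of 10. For dCas9-SunTag-DNMT3A and dCas9-DNMT3A, 10 of 10 splits gave as many, since the real one gave 0. With 10 splits the share cannot fall below 0.1, whatever the counts, so this share cannot decide whether the pairwise counts are an accident of the split. The real splits with dCas9-DNMT3ACD gave 57 and 56 CpGs, against 0 in every other split. Of 100 splits drawn from the 280 possible splits of all 9 libraries, 1 gave as many CpGs as the real one, and the highest other count was 57 against 59.

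Single CpGs scattered between replicates far more than reads allow. The median chi-square per degree of freedom over 211 combinations of CpG and group was 83.9, where sampling of reads alone would give about 1. The number of independent molecules was estimated only over the 106 combinations with a mean level of at least 5%. The scatter there corresponded to a median of 40.9 independent molecules per CpG, against a median depth of 8045 reads. A candidate explanation is that few template molecules entered each PCR, and this cannot be told apart from differences between cultures, which were not tested. Both predictions were written after the scatter was seen.

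With guides, dCas9-DNMT3ACD left the guide match less methylated, relative to its surroundings, than without guide. The change within 10 bp of the match minus the change up to 150 bp away was −21.6 percentage points at HOXA5, −11.0 at KLF4 and −6.85 at BACH2, and at 3 loci every guided replicate was on the same side of the library without guide. Only at HOXA5 did the level at the match itself fall, with a change of −13.9 percentage points. At KLF4 and BACH2 it changed by −0.34 and 0.1, and the contrast came from gains away from the match. Protection of the match by bound dCas9 is consistent with the value of −6.85 as the weakest contrast, but so is a gain that starts at some distance from the guide. The contrast rests on 1 library without guide per locus, whose deviation from its own replicates is unknown. The predictions were made only after the profiles were seen. Falls were not confined to the match. At HOXA5, 2 of 6 CpGs within 10 bp were lower with guides in all 3 replicates by at least 10 percentage points. Their mean change was −31.7. So were 3 of 32 farther CpGs, 48 to 118 bp away, with a mean of −22.6. At KLF4, 0 of 7 near CpGs and 3 of 28 farther CpGs were, the latter between 110251265 and 110251271 with a mean of −16.9, and no listed guide matches there. The farther falls weaken protection at the match as an explanation. At HOXA5, however, the falls at the match were larger and affected a greater share of CpGs.

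Cells with sgKLF4 had higher methylation at HOXA5 than untreated cells, most of all in the amplicons at the ends of the locus. The gain as a share of the gain with sgHOXA5 differed between amplicons by 36.8 percentage points, from 1.02% in the amplicon with the sgHOXA5 match to 37.8%. A mixture with the sgHOXA5 library in the same proportion at every amplicon would not give this. A mixture whose proportion differs between amplicons was not excluded, since depth per amplicon did not enter the test. At the KLF4 CpGs used as a test of conversion the level changed by −0.061 percentage points, so incomplete conversion did not account for the gain. Across 224 CpGs, which are not independent replicates, the gain rose with the untreated level, with Spearman's rho of 0.552 and Pearson's r of 0.630. The permutation p was 1e-05 for each, the smallest possible with 100000 permutations, and 2e-05 after Benjamini-Hochberg adjustment over the 2 relations computed. The untreated level enters both sides of this relation, and with the level of the library without guide in its place rho was 0.335. Untargeted activity at CpGs that already carry some methylation may contribute to the gain, and variation between cultures was not tested. These predictions were written after the gain was seen.

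With DNMT3A alone, levels at HOXA5 varied from CpG to CpG. Amplicons accounted for 55.1% of the variance over 225 CpGs, with amplicon means from 63.8% to 83.9%. Such steps may arise from PCR bias or from position along the locus, which amplicons cannot separate. Within amplicons, CpGs followed by C or T were higher than CpGs followed by A or G by 2.37 percentage points (permutation p 0.0051 over 10000 permutations). Levels did not correlate with those of dCas9-DNMT3ACD without guide across 39 CpGs, with r of 0.147 (permutation p 0.372) and rho of 0.217 (permutation p 0.187), each the same after adjustment. CpGs are not independent replicates in these tests. The amplicon prediction was written after the levels were seen and the other predictions before.

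The gain with sgKLF4 lay on the side of lower coordinates of the guide match. On the other side DNMT3A alone changed the 76 CpGs by −0.614 percentage points, so that side may resist DNMT3A without any guide as well. Depth there would give a share of 50% a 95% interval of 3.10 percentage points in width, enough to see a gain of the size found on the other side. Both predictions were written after the gain was seen, and each state has 1 library.

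Whether the difference between editors depends on the locus was tested by permuting the editors over the differences between loci. The exact permutation p was 0.0321 for HOXA5 minus KLF4, 0.779 for HOXA5 minus BACH2 and 0.0357 for BACH2 minus KLF4, or 0.0536, 0.779 and 0.0536 after adjustment. None passed. Over CpGs of at least 100 reads the p was 0.00714, 0.0321 and 0.139 by the same exact permutation test, or 0.0214, 0.0482 and 0.139 after adjustment, so the differences of HOXA5 from KLF4 and from BACH2 passed there. With the replicate number as a block the 100-read values were 0.0278, the smallest possible, 0.0833 and 0.194. The order of the loci by level with dCas9-DNMT3ACD also changed at 100 reads, where BACH2 had 14.5%. Whether the editors' difference depends on the locus therefore depends on the CpGs included, and the few deep CpGs at BACH2 may explain part of this, a prediction written after the result was seen.

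Depth stopped at the limit of a 16-bit counter at 216 CpG values of the 3 loci. These differed from the nearest CpG below the limit by a mean of 0.541 percentage points, with a mean absolute difference of 8.32, so no shift of the level in a common direction was detected.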
